A study of Homo sapiens with 34 samples. Its data were reported in "Reciprocal inhibition of NOTCH and SOX2 shapes tumor cell plasticity and therapeutic escape in triple-negative breast cancer" (2024).

How the data were processed

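The authors trimmed the paired-end reads, aligned them with BWA to hg38 and called narrow peaks with MACS2 on the pooled libraries of each group, with the inputs as controls. The analysis started from the 8 deposited peak lists. They give the start and end of each peak in bp, a score (the deposited −log10 q times 10 as a whole number), the authors' ratio, which is the fold enrichment at the summit over the local input background, the deposited −log10 p and −log10 q, and other columns with the position of the summit. They were used as deposited to describe, rank or filter peaks within a list, and the ratio and −log10 p also to recover the depth of each list, as described next. The recovered depths were compared between lists, and per chromosome as log2 ratios. Peaks on chromosomes 1 to 22 and X were kept. The choices of distance, tests, motifs, gene groups and alternatives were made before the data were examined, except where a later choice is named.

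Read counts per library were not used here. The depth of each list was recovered from the deposited values: the ratio and the −log10 p of a peak together give the whole number of fragments at its summit and the background expected there, and the smallest background of a list is its genome background. This worked for at least 99.9971% of the peaks of each list. In a simulated list, 100% of 20000 fragment counts were recovered.

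A summit of 1 list was near another list, or called also in it, if a summit of that list lay less than 500 bp away. Shares have exact binomial 95% intervals. Co-localization was compared with the same summits moved by 5 to 50 kb in either direction outside assembly gaps, using Fisher's exact test (two-sided) on 1 draw and the range of 1000 draws (random seed 2024). Odds ratios have Woolf intervals, and Mantel-Haenszel odds ratios were taken over 5 bins of fold. The smallest p written was 1e-300. Families of p values were adjusted by the Benjamini-Hochberg method at 0.05. Sites lost or gained between conditions were compared by what lies next to them.

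Alternatives were distances of 100, 250 and 1000 bp, an overlap of peak regions by 1 bp, a −log10 q of at least 5, lists shortened to equal length by −log10 q, distal peaks only and another reference class. Equal depth and chromosomes whose background differed less than 1.2-fold between the lines were added after the data had been examined.

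Genes came from GENCODE 44 (19962 protein-coding genes on these chromosomes). A promoter was the region within 1 kb of a TSS (5 kb as the alternative), and a site was given to the nearest protein-coding TSS within 50 kb. Besides 20 genes named in advance, the 10 sites of highest fold in each class were considered, at most 1 per gene. Of sites called in 1 list only, those overlapped by a peak of the other list were not named as examples, a choice made after the peaks had been seen. The gene groups were canonical Notch target genes, Notch receptors, ligands and modulators, the study NOTCH signature, SOX family, AP-1 family, stem cell and pluripotency, EMT and mesenchymal, epithelial, basal mammary, luminal mammary, Src family and dasatinib target kinases, ribosomal proteins, and liver, blood cell and muscle genes as other cell types. Of 383 listed genes, 382 were found in the annotation. NOTCH3 was missing from the study NOTCH signature by mistake and was added as an alternative after the data had been examined. Each group was compared with all other protein-coding genes by Fisher's exact test (two-sided), and with 10000 random lists of genes.

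Motifs were 17 consensus sequences, 2 of them reversed controls, searched on both strands within 100 bp of a summit (50 bp as the alternative) and in flanks 1 kb to each side, on the hg38 sequence. The RBPJ motif was YGTGRGAA, the SOX motif WWCAAWG and the AP-1 motif TGASTCA. The relation over chromosomes used log2 ratios, with 100000 permutations.

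On simulated sites, the planted share near a partner was recovered (40.8% of 46000 sites), and 4% of 200 unlinked pairs of random lists were called. A planted odds ratio of 0.5 was returned as 0.507 (0.485 to 0.529) over bins of fold and as 0.376 (0.361 to 0.392) without bins. Software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, numba 0.67.0, matplotlib 3.10.9, pysam 0.24.0 and samtools 1.23.1.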

Results

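RBPJ and SOX2 were located on the genome by chromatin immunoprecipitation and sequencing (ChIP-seq) in MB157 cells, a NOTCH-driven triple-negative breast cancer (TNBC) line. The same was done in MB157R cells, derived from MB157 by 25 weeks of culture in 1 µM of a γ-secretase inhibitor (GSI). A GSI blocks release of the NOTCH intracellular domain, the part of the receptor that enters the nucleus. RBPJ is the DNA-binding protein through which this domain acts on its target genes, and SOX2 is a transcription factor of stem cells. The cells carried a doxycycline-inducible vector, which was empty (iEV) or encoded HA-tagged SOX2 in MB157 (iSOX2). In MB157R it was empty or encoded HA-tagged NOTCH1 without its extracellular domain (iN1-ICD). The study names this form N1-ICD, and it is called the NOTCH1 intracellular domain below. The cells were induced for 72 h with 1 µg/ml doxycycline. The 34 libraries comprised 22 immunoprecipitations in 8 groups and 12 inputs in 4 groups. Each group of immunoprecipitations held 3 libraries, except for the HA control of MB157 iEV, which held 1. Peaks had been called on the pooled libraries of a group, so that each condition was represented by 1 list and no difference between conditions could be set against a spread between replicates. The tests given here are therefore about sites in these pooled lists, and their intervals cover counting error only. Fold enrichments are the authors' values at a peak's summit and were used to describe, rank or filter peaks within a list and, with the −log10 p, to recover the depth of each list, which was compared between lists. All positions are in hg38, counted from 1, with GENCODE 44 genes.

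RBPJ occupied many sites in every condition, whereas the number of SOX2 sites depended on the vector. On chromosomes 1 to 22 and X, RBPJ had 25243 peaks in MB157 iEV, 34521 in MB157 iSOX2, 46601 in MB157R iEV and 37297 in MB157R iN1-ICD. SOX2 had 37963 peaks in MB157R iEV and 323 in MB157R iN1-ICD, and HA-SOX2 had 108203 in MB157 iSOX2. The HA control of MB157 iEV gave 77 peaks. RBPJ sites were often promoters, as between 30.5% (MB157R iN1-ICD) and 38.6% (MB157 iEV) of the summits lay within 1 kb of a protein-coding transcription start site (TSS). SOX2 was more distal, with 14.9% of summits at promoters in MB157R iEV, 8.69% for HA-SOX2 in MB157 iSOX2 and 6.50% in MB157R iN1-ICD. The depth of the pooled lists was expressed as the number of fragments that the peak caller expected at any position of the genome. It was 1.60 and 2.04 for RBPJ in MB157 iEV and iSOX2 and 1.82 and 1.75 for RBPJ in MB157R iEV and iN1-ICD. For SOX2 it was 1.96 and 1.74 in MB157R iEV and iN1-ICD, and for HA-SOX2 2.24. It was 0.524 for the single library of the HA control, so that list differed from the others in depth as well as in coming from cells without the tag. Summits had a median of 15 fragments in the shallowest RBPJ list (MB157 iEV) and 23 in the HA-SOX2 list.

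The first question was whether SOX2 and RBPJ sit at the same places in GSI-resistant cells. In MB157R iEV, 21610 of 46601 RBPJ summits (46.4%, 95% exact binomial interval 45.9 to 46.8) lay less than 500 bp from a SOX2 summit, and 21631 of 37963 SOX2 summits (57.0%, 56.5 to 57.5) lay that close to an RBPJ summit. At the median, such a pair was 90 bp apart. The shared site with the highest RBPJ fold (133) was the promoter of GTF2H4, a subunit of the general transcription factor TFIIH (chromosome 6, 30907704 to 30908477). It was followed by a site 9.36 kb upstream of NRARP, a feedback inhibitor of NOTCH, inside the neighboring gene EXD3 (chromosome 9, 137310560 to 137313534, fold 111). Further shared sites lay in intron 3 of ITGA3, a laminin-binding integrin (chromosome 17, 50061852 to 50065274, fold 65.3), and at the promoter of CDKN2B, an inhibitor of the cell cycle (chromosome 9, 22008547 to 22009779, fold 54.6).

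NOTCH1 itself (chromosome 9, 136494433 to 136546048, minus strand) was bound by both factors. In MB157R iEV, a SOX2 peak (136546184 to 136546861, fold 15.0) and an RBPJ peak (136546147 to 136547274, fold 10.4) lay just upstream of the TSS, with summits 0.318 kb and 0.331 kb from it. The strongest RBPJ peak of the gene (136543933 to 136545638, fold 45.4) had its summit in the first intron, 1.45 kb downstream of the TSS, and a weaker SOX2 peak was called there (136544641 to 136544932, fold 4.30). At HES1, a repressor that is a direct NOTCH target (chromosome 3, 194136148 to 194138732, plus strand), the RBPJ peak (194134444 to 194137798, fold 39.4) and the SOX2 peak (194134612 to 194136191, fold 5.36) both covered the TSS. SOX2 peaks also covered the TSS of CCND1, which encodes cyclin D1 (chromosome 11, 69640286 to 69641340, fold 7.34), and of the growth regulator MYC (chromosome 8, 127734724 to 127736444, fold 6.33), and RBPJ peaks covered both with folds of 8.56 and 11.8.

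**Figure D1:**
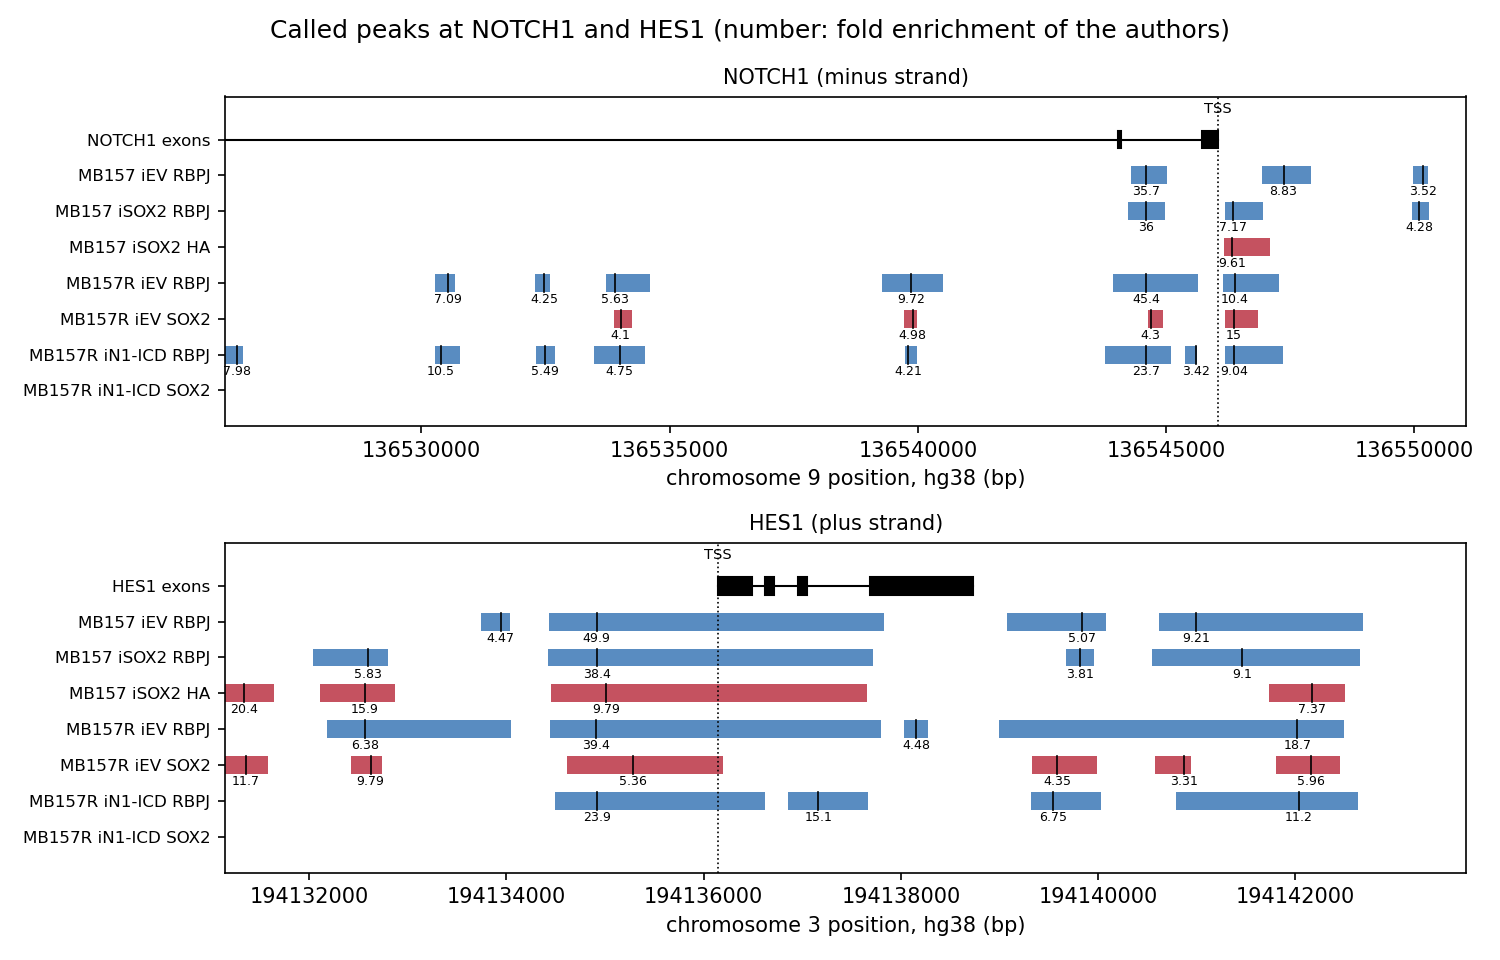
Peaks called around NOTCH1 on chromosome 9 and HES1 on chromosome 3 in 7 of the lists (x axis, hg38 position in bp). Blue bars are RBPJ peaks, red bars SOX2 or HA-SOX2 peaks, black ticks their summits, and the numbers the authors' fold, and no SOX2 peak was called at either gene in MB157R iN1-ICD.

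Some sites carried only 1 of the factors. Examples were chosen among those that no peak of the other list overlapped, here and for the classes of sites below, after the peaks had been seen. RBPJ without SOX2 was found at the promoter of NAPG, a protein of vesicle fusion (chromosome 18, 10525757 to 10526683, fold 92.5), and at the promoter of NUCB2, a calcium-binding protein (chromosome 11, 17276178 to 17277651, fold 67.3). SOX2 without RBPJ was found in the first intron of ERG, an ETS transcription factor (chromosome 21, 38488105 to 38489020, fold 29.9), and upstream of BUB1, a kinase of the mitotic checkpoint (chromosome 2, 110688760 to 110689339, fold 26.9). The same summits moved at random by 5 to 50 kb lay near the other factor in 2.96% (RBPJ) and 3.53% (SOX2) of cases, giving odds ratios of 28.3 (26.8 to 30.0) and 36.2 (34.1 to 38.3, Fisher's exact test, two-sided, p = 1e-300 for each, the smallest value written). Over 1000 draws, the moved share ranged from 2.55% to 3.07% for RBPJ and from 3.14% to 3.73% for SOX2. The shares depended on the distance allowed and were 25.0% and 30.7% for summits less than 100 bp apart. Moved summits were not restricted to enhancers, whereas the study drew its random background positions from enhancer regions. Summits of the HA control, from cells without the tag, lay near MB157R iEV RBPJ in 61.0% and near MB157R iEV SOX2 in 70.1%. The odds ratios therefore show that both lists share regions, and not that the pairing is specific to these factors.

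**Figure D2:**
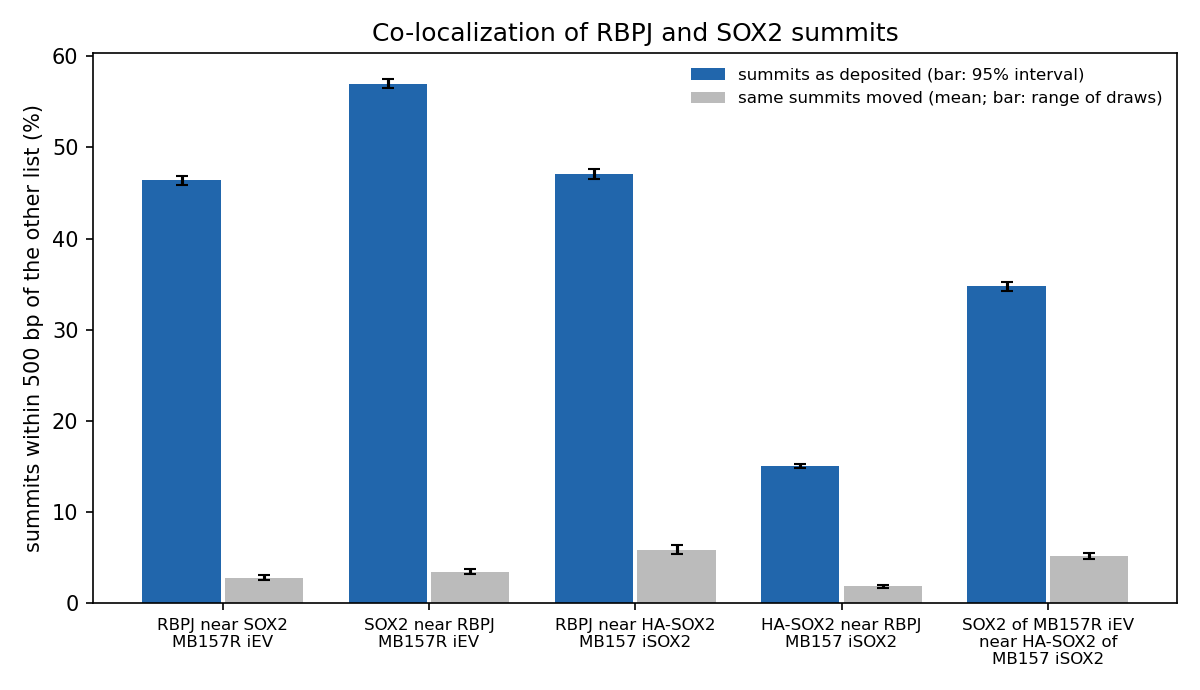
Share of summits within 500 bp of a summit of the other list (y axis, %), as deposited (blue, with 95% exact intervals) and after moving the same summits by 5 to 50 kb (gray, mean with the range of 1000 draws). The shares were 46.4%, 57.0%, 47.1%, 15.0% and 34.7%, and each exceeded the highest of its draws.

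The second question was whether SOX2 induced in parental cells takes up the sites of SOX2 in resistant cells. HA-SOX2 lay near 16254 of 34521 RBPJ summits in MB157 iSOX2 (47.1%, 46.6 to 47.6), a share like that in MB157R, while 16238 of 108203 HA-SOX2 summits lay near RBPJ (15.0%, 14.8 to 15.2). Of the 37963 SOX2 summits of MB157R iEV, 13191 (34.7%, 34.3 to 35.2) were also HA-SOX2 summits. HA-SOX2 was present upstream of NOTCH1 (136546177 to 136547103, fold 9.61) and across the TSS of HES1 (194134456 to 194137651, fold 9.79), CCND1 (69640234 to 69641402, fold 8.51) and MYC (127732489 to 127739298, fold 7.36). None of these TSSs was within a peak of the HA control, which had no summit within 50 kb of any of the 20 genes named in advance.

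Sites bound by SOX2 in both settings included the promoter of MTF2, an accessory protein of Polycomb repressive complex (chromosome 1, 93078842 to 93079565, fold 62.9 in MB157R), a site downstream of SPRY1, an inhibitor of receptor tyrosine kinase signaling (chromosome 4, 123418215 to 123419072, fold 40.9), and a site upstream of MACC1, a regulator of MET signaling (chromosome 7, 20241063 to 20242098, fold 37.3). SOX2 sites of MB157R iEV that were not HA-SOX2 sites included the site in ERG, a site upstream of EHF (chromosome 11, 34599272 to 34600213, fold 29.4) and the first intron of FLI1 (chromosome 11, 128709249 to 128709984, fold 28.7). HA-SOX2 without a SOX2 site of MB157R iEV was found 5.60 kb from the TSS of SOX21, a SOX2 relative (chromosome 13, 94705956 to 94709926, fold 177). HA-SOX2 without RBPJ was found 12.7 kb upstream of SOX2 (chromosome 3, 181698819 to 181699994, fold 115) and 6.99 kb upstream of DLL1, a NOTCH ligand (chromosome 6, 170297479 to 170298645, fold 108). RBPJ without HA-SOX2 was found at the promoter of HPRT1, an enzyme of purine salvage (chromosome X, 134459455 to 134460918, fold 49.3).

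Each of these 3 shares exceeded that of moved summits (5.88%, 1.85% and 5.14%), with odds ratios of 14.2 (13.6 to 15.0), 9.38 (8.95 to 9.84) and 9.83 (9.35 to 10.3, Fisher's exact test, two-sided, p = 1e-300 each). These moved summits were not restricted to enhancers either. The shares with HA-SOX2 as partner depended on the length of its list. With lists of equal length, 17.3% of RBPJ and 13.9% of MB157R SOX2 summits were near HA-SOX2, and with summits less than 100 bp apart 21.3% and 22.9%. The share of HA-SOX2 near RBPJ was 9.49% for peaks with a −log10 q of at least 5 and 6.79% within 100 bp.

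Induction of the NOTCH1 intracellular domain in MB157R left few SOX2 peaks. Of the 37963 SOX2 summits of MB157R iEV, 302 (0.796%, 0.709 to 0.890) were also called in MB157R iN1-ICD, and the list was 118-fold shorter. No SOX2 peak was called at the promoter, or within 50 kb of the TSS, of any of the 20 genes named in advance, whereas in MB157R iEV 10 of them had a promoter summit (NOTCH1, HES1, CCND1, MYC, NRARP, SOX2, RBPJ, VIM, SNAI2 and ITGA6). Among the sites called in both were the promoter of MTF2, the site near SPRY1, the promoter of CEP41 (chromosome 7, 130440622 to 130441478, fold 38.0) and an intron of F2RL1, a protease-activated receptor (chromosome 5, 76831051 to 76831620, fold 36.9). Sites called only in iEV included the promoter of NRARP (137302201 to 137302420, fold 52.3). They also included a region upstream of DNMT1, the maintenance DNA methyltransferase (chromosome 19, 10204398 to 10205014, fold 35.9), the first intron of ANGPT2, a vascular growth factor (chromosome 8, 6547517 to 6548563, fold 35.5), and the first intron of LFNG, which glycosylates NOTCH receptors (chromosome 7, 2523112 to 2524718, fold 31.8).

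The 302 sites called in both lists carried a SOX motif more often than the remaining SOX2 sites of MB157R iEV (49.7% against 34.2%, odds ratio 1.90, 1.52 to 2.38, Fisher's exact test, two-sided, p = 4.7e-08), a comparison added after the lists had been examined. Their AP-1 motif share was 30.1% against 31.0% (odds ratio 0.960, Fisher's exact test, two-sided, p = 0.803). No test across the conditions was possible with 1 list each. Among the 323 strongest SOX2 peaks of iEV, 36.2% were also called in iN1-ICD. The sites called again were thus concentrated among the strong peaks. Their motif shares were not compared within bins of fold, so the excess of the SOX motif cannot be told apart from an effect of peak strength.

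SOX2 induction in MB157 was next compared with iEV for RBPJ. RBPJ kept 17297 of its 25243 MB157 iEV summits when SOX2 was induced (68.5%, 67.9 to 69.1), and 50.0% of the iSOX2 summits were those of iEV. Sites in both lists included the GTF2H4 promoter (fold 101 in iEV), a region downstream of IER5, an immediate early gene (chromosome 1, 181117230 to 181118627, fold 81.0), and the site upstream of NRARP (137310475 to 137312857, fold 70.1). RBPJ at HES1 was present in both (194134427 to 194137830, fold 49.9 in iEV, and 194134425 to 194137719, fold 38.4 in iSOX2). RBPJ summits within 1 kb of the TSS of NOTCH1 (136546179 to 136546943, fold 7.17), ITGA6, an integrin of stem cells (172427258 to 172427956 on chromosome 2, fold 6.59), and CDH1, the epithelial cadherin (68737275 to 68737884 on chromosome 16, fold 3.33), were called in iSOX2 and not in iEV. SOX2, whose coding sequence the vector carries, also had such summits in iSOX2 alone. CDH2, the mesenchymal cadherin, had them in iEV alone (28177019 to 28177481 on chromosome 18, fold 9.22). Some of these genes had peaks with summits farther from the TSS in the other list. In iEV the RBPJ summit upstream of NOTCH1 lay 1.32 kb from the TSS (136546939 to 136547919, fold 8.83).

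Called only with iSOX2 were sites in intron 2 of CRADD, a death domain adaptor (chromosome 12, 93698910 to 93699921, fold 26.8), and 35.3 kb upstream of CAST, an inhibitor of calpains (chromosome 5, 96626381 to 96627356, fold 20.4). Called only with iEV was a site 17.9 kb upstream of LMAN1, a receptor for transport of glycoproteins (chromosome 18, 59376568 to 59377529, fold 15.0). HA-SOX2 lay near 6904 of the 17262 RBPJ sites called only with iSOX2, near 54.2% of the 17259 shared sites and near 28.1% of the 7946 sites called only with iEV. Sites gained with iSOX2 were thus next to HA-SOX2 less often than shared sites (odds ratio 0.564, 0.540 to 0.588, Fisher's exact test, two-sided, p = 6.2e-154) and more often than sites lost with it (1.71, 1.61 to 1.81, p = 6.0e-76). Less than 100 bp apart, the share of iEV sites called again was 41.5%.

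The reverse induction, NOTCH1 intracellular domain in MB157R, was compared in the same way. RBPJ was called again at 26218 of 46601 MB157R iEV summits (56.3%, 55.8 to 56.7), and 70.7% of the iN1-ICD summits were those of iEV. The sites upstream of NRARP (137310000 to 137313742, fold 99.2 in iN1-ICD), at HES1 (194134497 to 194136617, fold 23.9) and in the first intron of NOTCH1 (136543774 to 136545107, fold 23.7) were present with iN1-ICD. RBPJ sites called only with iN1-ICD included the first intron of LURAP1L (chromosome 9, 12817668 to 12818235, fold 48.3). Others lay in intron 3 of DTX1, a NOTCH modulator (chromosome 12, 113089368 to 113089817, fold 20.0), and 18.8 kb from the TSS of KPNA2, a nuclear import receptor (chromosome 17, 68053738 to 68054806, fold 19.0). The 10 sites of highest fold among those called only in iEV all overlapped a peak of iN1-ICD whose summit lay farther off.

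RBPJ sites lost with iN1-ICD were next to SOX2 less often than those called in both. SOX2 of MB157R iEV lay near 34.8% of the 20383 sites called only in iEV and near 55.4% of the 26218 shared sites (odds ratio 0.431, 0.415 to 0.447, Fisher's exact test, two-sided, p = 1e-300). The lost sites were weaker (median fold 4.27 against 6.33). Within the 5 bins of fold, the odds ratio lay between 0.480 and 0.572, so the difference remained but was smaller. Against the 10912 sites called only with iN1-ICD, of which 23.3% had SOX2 nearby, the odds ratio was 1.76 (1.67 to 1.85, Fisher's exact test, p = 1.4e-100). Less than 100 bp apart, 36.8% of iEV sites were called again.

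RBPJ sites of resistant and parental cells were compared last. Of the MB157 iEV sites, 12264 of 25243 MB157 iEV summits (48.6%, 48.0 to 49.2) were called in MB157R iEV, and 26.2% of the MB157R iEV summits were those of MB157. The promoters of GTF2H4 and RPL39, a ribosomal protein (chromosome X, 119791029 to 119792534, fold 69.2 in MB157), and the site upstream of NRARP had RBPJ peaks in both lines. So did the promoters of HEY1 (79767079 to 79769220 on chromosome 8, fold 38.5 in MB157), HEY2 (125748069 to 125750181, fold 34.0) and HES4 (1000015 to 1000967 on chromosome 1, fold 41.5), all NOTCH targets, and the TSS of HES1. HEYL, a NOTCH target, and CLDN3, a tight junction protein, had RBPJ promoter summits in MB157 iEV (39639719 to 39640089 on chromosome 1, fold 4.72, and 73770258 to 73770974 on chromosome 7, fold 7.37) and not in MB157R iEV. The opposite held for NOTCH1, NRARP, SOX2, RBPJ and ITGA6. Most of these genes had summits beyond 1 kb in the other list. In MB157 iEV, RBPJ summits lay 1.32 kb (fold 8.83) and 1.45 kb (fold 35.7) from the TSS of NOTCH1. Others lay 2.94 kb (fold 46.0) from that of NRARP and 1.09 kb (fold 5.01) from that of SOX2. Within 50 kb, RBPJ had 2 summits and ITGA6 had 0 in MB157 iEV, and HEYL and CLDN3 had 3 and 7 in MB157R iEV.

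Between the iEV lists, RBPJ called in MB157 and not in MB157R was found in the first intron of TENT4A (chromosome 5, 6732970 to 6733530, fold 63.7). It was also found 41.8 kb upstream of MYEOV (chromosome 11, 69251469 to 69253016, fold 59.5), in the first intron of LURAP1L (chromosome 9, 12817625 to 12818288, fold 58.8) and in intron 7 of TMPRSS2, a serine protease (chromosome 21, 41477569 to 41478770, fold 43.5). MYEOV and LURAP1L belong to the study's NOTCH signature. The sites in TENT4A, MYEOV and LURAP1L were called in MB157R iN1-ICD, with folds of 9.69, 4.99 and 48.3. RBPJ called in MB157R iEV and not in MB157 iEV was found in the first intron of PXDN, a matrix peroxidase (chromosome 2, 1704723 to 1705728, fold 70.3) and in intron 2 of MKNK2, a kinase of translation control (chromosome 19, 2047045 to 2048125, fold 50.4). It was also found 2.09 kb upstream of ALDH1A3, an aldehyde dehydrogenase used as a stem cell marker (chromosome 15, 100877124 to 100879015, fold 46.4).

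SOX2 of MB157R lay near 48.6% of the 34396 RBPJ sites called in MB157R iEV only, near 4878 of the 12205 shared sites and near 6.88% of the 12979 sites called in MB157 iEV only. RBPJ sites of MB157R iEV not called in MB157 iEV were thus next to SOX2 more often than shared sites (odds ratio 1.42, 1.36 to 1.48, Fisher's exact test, two-sided, p = 1.3e-61). With 5 bins of RBPJ fold as strata, the odds ratio was 2.13 (2.03 to 2.23). Against the sites called only in MB157 iEV the odds ratio, without strata, was 12.8 (11.9 to 13.8). Less than 100 bp apart, 27.8% of the MB157 sites were called in MB157R.

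The share of RBPJ peaks on each of the 23 chromosomes also differed between the lines. Chromosome 15 held 2.25 times the share of peaks in MB157R iEV that it held in MB157 iEV, and chromosomes 19 and 20 held 0.628 times the share of MB157. These changes went with changes of the input-derived background on the same chromosomes (Pearson r = 0.743, permutation p = 1e-05, the smallest that 100000 permutations can give, and Spearman rho = 0.704, permutation p = 2.7e-04). Without chromosomes 15 and 8, the farthest from the median background ratio, r was 0.694 and rho 0.627. The recovered background cannot fall below that of the genome, and without the chromosomes at this floor in either line 16 remained, with r = 0.689 and rho = 0.706. Chromosomes are not independent replicates, and this was the only such relation computed. Within a line, the largest change in share was 1.22-fold (iSOX2 over iEV in MB157).

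**Figure D3:**
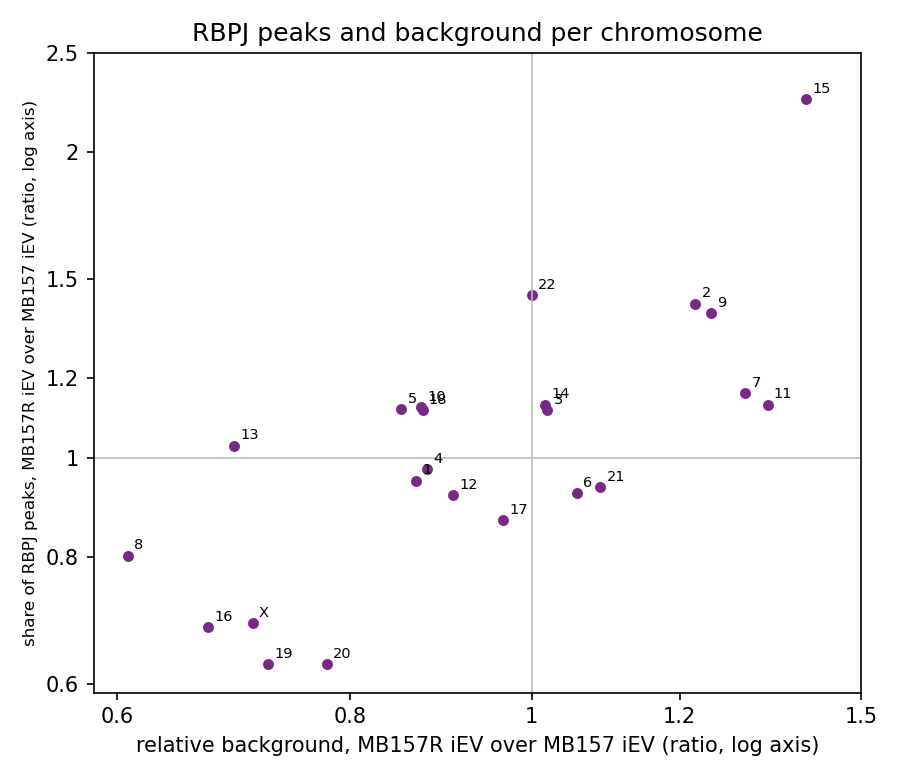
RBPJ peaks and background on 23 chromosomes, MB157R iEV over MB157 iEV: each point is a chromosome, the x axis its relative background and the y axis its share of RBPJ peaks, both as ratios on log axes. Chromosome 15 is at the top right (background at least 1.40, share 2.25), and chromosomes 8, 16, 19, 20 and X are at the lower left. The recovered background cannot fall below that of the genome, which limits the ratio of chromosomes at this floor in either line.

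The RBPJ motif was more frequent at RBPJ summits and the SOX motif at SOX2 summits than in flanks, and AP-1 sites were frequent in MB157R. The RBPJ motif was present within 100 bp of 13.9% of RBPJ summits in MB157 iEV, against 2.62% in flanks 1 kb away, and of 9.40% in MB157R iEV (flanks 2.62%, odds ratio 3.85, 3.66 to 4.05). SOX motifs were present at 51.9% of HA-SOX2 summits (flanks 25.9%, odds ratio 3.10, 3.05 to 3.15), 34.3% of SOX2 summits in MB157R iEV (flanks 23.7%, odds ratio 1.68, 1.64 to 1.73) and 48.9% in MB157R iN1-ICD (flanks 25.5%, odds ratio 2.79, 2.11 to 3.70). AP-1, the motif of FOS and JUN proteins, was present at 31.0% of SOX2 summits in MB157R iEV (flanks 3.39%, odds ratio 12.8, 12.2 to 13.4) and 18.5% of RBPJ summits there (flanks 3.07%, odds ratio 7.18, 6.88 to 7.51). The rarer NRF1 and CTCF motifs had odds ratios over flanks of 15.2 and 12.4 at RBPJ summits and 10.3 and 5.57 at SOX2 summits of MB157R iEV. In MB157 the AP-1 motif was present at 5.54% of HA-SOX2 summits and 4.74% of RBPJ summits (flanks 3.10% and 2.91%).

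RBPJ sites of MB157R with SOX2 nearby had more AP-1 (26.7% against 11.5%, odds ratio 2.80, 2.66 to 2.94), SOX (22.1% against 9.99%, 2.55, 2.42 to 2.69) and TEAD motifs (17.6% against 10.6%, 1.80, 1.71 to 1.90) than those without. They had fewer motifs of RBPJ (8.00% against 10.6%, 0.733, 0.688 to 0.781), of the insulator protein CTCF (0.634% against 2.58%, 0.240) and of SP and KLF factors, the GC box (5.75% against 11.3%, 0.480, 0.448 to 0.515, Fisher's exact test, two-sided, with p between 1e-300 and 4.5e-22 for these 6 motifs). These comparisons between site classes were chosen after the lists had been examined. Of 136 planned pairs of motif and list, 83 were higher at summits than in flanks and 19 lower after Benjamini-Hochberg adjustment (Fisher's exact test, two-sided). SOX motifs were lower at RBPJ summits than in flanks in all 4 RBPJ lists (odds ratios 0.746 to 0.807), and so was the SOX motif read backwards (0.670 to 0.754). At the same RBPJ summits, the SOX motif was more frequent than its reversed form (1.19 to 1.33). It was also the more frequent form in the flanks of these lists (19.8% against 17.0% in MB157R iEV and 19.4% against 16.9% in MB157R iN1-ICD). The comparison with the reversed form therefore does not show that the deficit against flanks turned into an excess. A longer SOX consensus was more frequent at RBPJ summits than in flanks in all 4 lists (odds ratios up to 1.52).

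**Figure D4:**
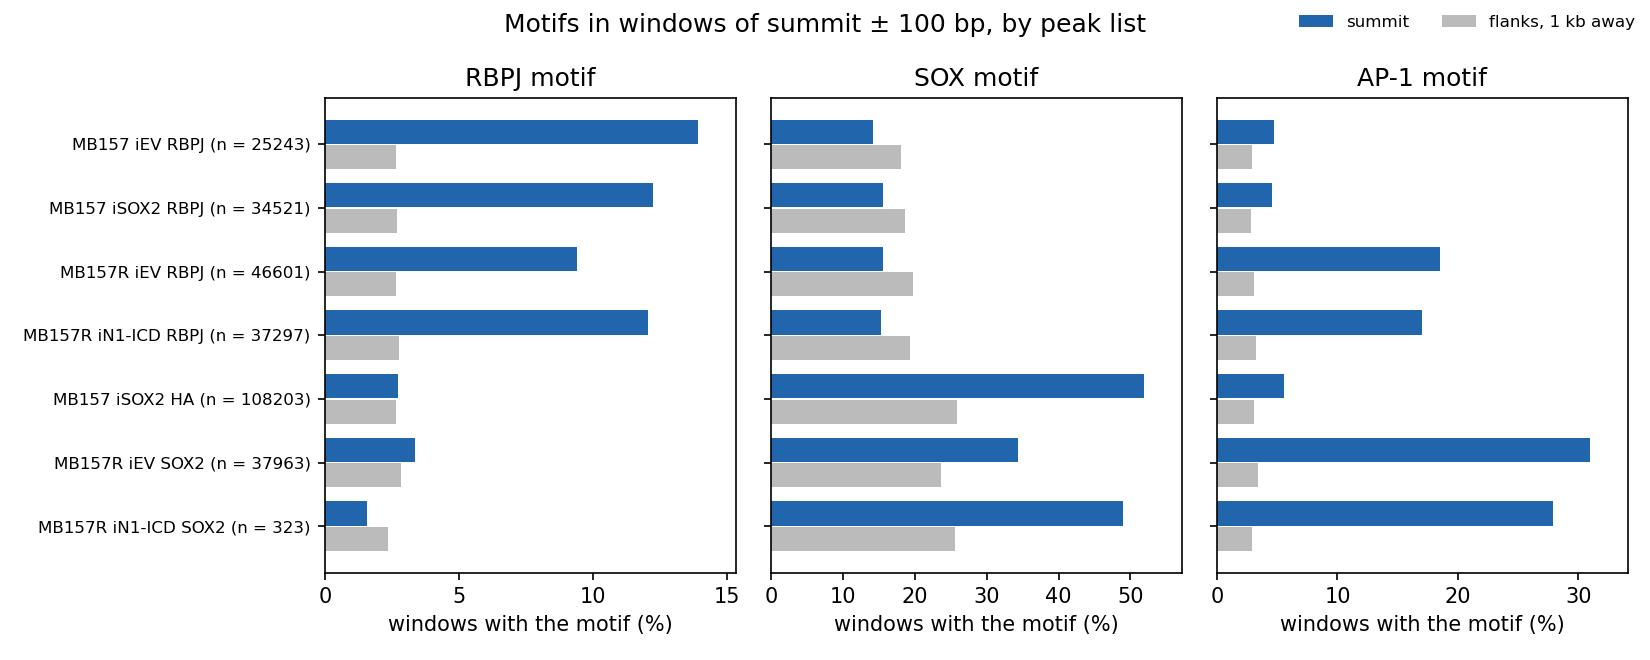
Share of windows of 100 bp to each side of the summit (blue) and of flanks 1 kb away (gray) that hold the RBPJ, SOX or AP-1 motif (x axis, %), for 7 lists. The AP-1 motif was present at 31.0% of SOX2 and 18.5% of RBPJ summits in MB157R iEV, and at 5.54% of HA-SOX2 and 4.74% of RBPJ summits in MB157.

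Gene groups fixed in advance were compared with all other protein-coding genes for a summit within 1 kb of a TSS. In MB157 iEV, RBPJ was at the promoters of 14 of 20 canonical NOTCH targets (70.0% against 40.3% of other genes, odds ratio 3.46, Fisher's exact test, two-sided, adjusted p = 0.0443), among them HES4, HES5, HEY1, HEY2, HEYL and JAG1. It was at 16 of these 20 in MB157 iSOX2 and in MB157R iEV, where more other genes were bound too (exact test, adjusted p = 0.0832 and 0.196). In MB157R iN1-ICD it was at 12 of them, fewer than in MB157 iEV, while more other genes were bound (exact test, adjusted p = 0.550). RBPJ was also at 22 of 34 epithelial genes in MB157 iEV (64.7%, odds ratio 2.72, 1.34 to 5.49, exact test, adjusted p = 0.0297). Epithelial genes were also above other genes in the iSOX2 list (26 of 34, exact test, adjusted p = 0.0396), in MB157R iEV (28 of 34, exact test, adjusted p = 0.0387) and in MB157R iN1-ICD (24 of 34, exact test, adjusted p = 0.0302). SOX2 in MB157R iEV was at the promoters of 29 of 75 genes of the study's NOTCH signature (38.7% against 22.9%, odds ratio 2.12, 1.33 to 3.39, exact test, adjusted p = 0.0189), including HES1, CCND1, MYC, NRARP, KRT5 and KRT6A. The signature was chosen in part on RNA-seq of MB157R cells with iN1-ICD and iEV, so it is not independent evidence. NOTCH3, a gene of the signature, had been left out by mistake, and with it the count was 29 of 76 (odds ratio 2.08, 1.31 to 3.31, exact test, adjusted p = 0.0243). It was further at 12 of 26 NOTCH receptors, ligands and modulators (46.2%, 2.88, 1.33 to 6.24, exact test, adjusted p = 0.0396), such as NOTCH1, DLL1, MAML1 and RBPJ, and at 11 of 22 basal mammary genes (50.0%, 3.36, 1.46 to 7.76, exact test, adjusted p = 0.0395), such as KRT5, KRT17, TP63 and ITGA3. HA-SOX2 was at 21 of 34 epithelial promoters (61.8%, 2.96, 1.48 to 5.92, exact test, adjusted p = 0.0177).

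Ribosomal protein genes had RBPJ at 31 of 33 promoters in MB157R iEV (93.9%, odds ratio 10.5, 2.51 to 43.9, exact test, adjusted p = 2.4e-04) and at 23 of 33 in MB157R iN1-ICD (69.7%, exact test, adjusted p = 0.0387). AP-1 genes, the FOS, JUN, BATF, ATF and MAF family, had RBPJ at 12 of 14 promoters in MB157R iN1-ICD (85.7%, odds ratio 7.17, exact test, adjusted p = 0.0198). The count was also 12 of 14 in MB157 iSOX2 and in MB157R iEV (exact test, adjusted p = 0.0640 and 0.169). Genes of other cell types were rarely bound. RBPJ was at 0 of 24 liver gene promoters in each of its lists (exact test, largest adjusted p = 9.8e-05, MB157 iEV), at 2 or 3 of 24 blood cell genes (exact test, largest adjusted p = 0.0321) and at 0 to 2 of 21 muscle genes (exact test, largest adjusted p = 0.0206). SOX2 in MB157R iEV was at 0 promoters of the liver, blood and muscle genes (exact test, adjusted p = 0.0198, 0.0198 and 0.0387). HA-SOX2 was at 0 of 24 liver (exact test, adjusted p = 4.7e-04) and 2 of 21 muscle genes (exact test, adjusted p = 0.0469). Among the blood cell genes, HA-SOX2 was at the promoters of PTPRC, CD14 and MPO, and that group did not pass the test for HA-SOX2.

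Other groups passed the test in no list after adjustment over all pairs. EMT and mesenchymal genes had promoter summits of RBPJ at 20 of 32 and of SOX2 at 9 of 32 in MB157R iEV (exact test, adjusted p = 1.00 and 0.904), stem cell and pluripotency genes at 12 and 9 of 26 (0.385 and 0.384), SOX family genes at 6 and 3 of 19 (0.0679 and 0.964), luminal mammary genes at 13 and 4 of 20 (1.00 for each), and Src family and dasatinib target kinases at 14 and 6 of 21 (1.00 and 0.964). Of 120 pairs of group and list, 29 passed (12 higher, 17 lower). With peaks of a −log10 q of at least 5, 10 of these 29 no longer passed. They were AP-1 genes and ribosomal protein genes for RBPJ in MB157R iN1-ICD, epithelial genes for RBPJ in MB157 iSOX2 and NOTCH receptors, ligands and modulators for SOX2 in MB157R iEV (exact test, adjusted p = 0.130, 0.0858, 0.112 and 0.971). The others were liver, blood and muscle genes for SOX2 in MB157R iEV, blood and muscle genes for RBPJ in MB157 iEV and muscle genes for HA-SOX2. With promoters of 5 kb, 3 no longer passed, namely ribosomal protein genes for RBPJ in MB157R iN1-ICD and muscle genes for RBPJ in MB157 iEV and for HA-SOX2 (exact test, adjusted p = 0.0814, 0.172 and 0.0715). Adjusted over the list alone, that is within each list of peaks, the test was passed by 5 groups in MB157 iEV RBPJ, 2 in HA-SOX2, 5 in MB157 iSOX2 RBPJ, 6 in MB157R iEV RBPJ, 6 in MB157R iEV SOX2 and 6 in MB157R iN1-ICD RBPJ.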

Values the study reported

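For the resistant line, the study stated that 47% of RBPJ peaks overlapped SOX2 peaks when peaks within 500 bp were counted. It stated that 57% of SOX2 peaks overlapped RBPJ, an overlap of 21755 peaks. Of these, 71% were said to hold binding sites of both factors.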

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

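The restriction of the AP-1 comparison to distal sites was chosen only after the result was seen. The co-localization of RBPJ and SOX2 and the motifs at RBPJ summits were compared between the lines as 17 ratios of odds ratios (z test, two-sided, Benjamini-Hochberg adjustment). The 6 that drew attention differed at least 1.5-fold with adjusted p below 0.05.

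RBPJ summits lay near SOX2 more often than moved summits in both lines, and the odds ratio was 1.99 times as large in MB157R iEV as in MB157 iSOX2 (1.85 to 2.15; 28.3 against 14.2). The shares themselves were alike (46.4% and 47.1%), while those of moved summits were 2.96% and 5.88%. For SOX2 summits near RBPJ the ratio was 3.86 (3.58 to 4.16; 36.2 against 9.38). The HA-SOX2 list was 2.85 times as long as the SOX2 list and came from another antibody, so these ratios do not separate the lines from the lists. The RBPJ motif stood out less over flanks at RBPJ summits of MB157R iEV than of MB157 iEV (ratio 0.642, 0.591 to 0.697; 3.85 in MB157R). The motif of GRHL, factors of epithelial identity, also stood out less (0.661, 0.537 to 0.813; 1.32 in MB157R). GATA motifs were below flanks in both lines and less so in MB157R (1.70, 1.49 to 1.93; 0.738 against 0.435).

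The AP-1 motif differed most among the motifs, with a ratio of 4.34 (3.96 to 4.74; 7.18 against 1.66). A larger share of distal sites in MB157R was not the reason, as the odds ratio between the lines was 4.88 (4.55 to 5.22) at distal summits alone. Weaker peaks in the longer list and DNA copy number were not the reason either, with 4.89 (4.57 to 5.22) for lists of equal length and 4.82 (4.41 to 5.26) on chromosomes of like background. Sites of MB157R not called in MB157 carried the motif more often than shared sites (odds ratio 3.13, 2.92 to 3.36), which restates the difference, since shared sites are the same regions in both lists, and leaves the cause open. Whether AP-1 proteins sit at these sites was not tested.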

How the results depend on the processing

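No paired analysis was possible because each condition had 1 pooled list. Of 644 alternative values, 132 concern the answers to the comparisons: 97 were counted as the same, 33 as moved and 2 turned direction. For shares tested against moved summits and for odds ratios, a value counted as the same did not have to lie within the interval. Untested shares were counted as the same less often, in 2 of 10 alternatives for MB157 iEV RBPJ sites called with iSOX2. The totals of 97 and 33 therefore mix kinds of value that were not judged alike. The RBPJ share near SOX2 in MB157R iEV, 25.0% to 54.0% over the alternatives, was counted as the same throughout. Its odds ratio against moved summits lay between 18.2 and 56.8. The MB157R iEV RBPJ list, with 31615 peaks at a −log10 q of at least 5, was also counted as the same. The cause of the changes was not tested except where named.

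Shares called in both lists followed the distance allowed by construction. The share of MB157 iEV RBPJ sites called with iSOX2 was 41.5%, 58.5% and 76.7% for less than 100, 250 and 1000 bp and 74.8% for overlapping regions. For MB157R iEV RBPJ sites called with iN1-ICD these were 36.8%, 49.8%, 61.6% and 58.2%, and for MB157 iEV RBPJ sites called in MB157R iEV 27.8%, 40.2%, 56.6% and 55.9%. The SOX2 share kept with iN1-ICD was 0.685% for less than 100 bp. With a −log10 q of at least 5, these RBPJ shares were 70.1%, 50.9% and 50.4% and the SOX2 share 0.707%. The lists then had 14147 (MB157 iEV RBPJ), 18373 (MB157 iSOX2 RBPJ), 21718 (MB157R iN1-ICD RBPJ) and 200 peaks (MB157R iN1-ICD SOX2). With lists of equal length the RBPJ shares were 61.2%, 64.7% and 37.6% and the SOX2 share 36.2%. Distal peaks alone gave 62.1%, 53.9% and 34.2% for RBPJ. Equal depth, chosen after the data had been examined, gave 65.8%, 57.2% and 47.6% for RBPJ and 0.961% for SOX2. Chromosomes of like background, also chosen afterwards, gave 49.4% for MB157 sites called in MB157R.

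With sites called only in the other list as reference, the odds ratio of HA-SOX2 near RBPJ sites called only with iSOX2 became 1.71, and that of SOX2 near RBPJ sites called only in MB157R iEV against iN1-ICD became 1.76. Both turn direction because the reference class differs.

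Of the other results, 350 stayed, 141 moved, 13 were weaker, 2 stronger and 6 turned direction. The RBPJ motif at HA-SOX2 summits had an odds ratio of 0.999 within 50 bp, and the SOX motif at distal RBPJ summits of MB157 iSOX2 had 1.05. Against its reversed form at the same summits, the SOX motif had 1.30 (MB157 iEV RBPJ), 1.33 (MB157 iSOX2 RBPJ), 1.22 (MB157R iEV RBPJ) and 1.19 (MB157R iN1-ICD RBPJ). These values were counted as turned, but the SOX motif was the more frequent form in flanks too. The flank shares were 19.8% against 17.0% in MB157R iEV and 19.4% against 16.9% in MB157R iN1-ICD. The values therefore do not show that the deficit against flanks turned direction. Gene groups past the test numbered 29 of 120 (12 higher, 17 lower), 43 with promoters of 5 kb (28 higher, 15 lower) and 27 with a −log10 q of at least 5 (16 higher, 11 lower). Of the 29, 3 no longer passed with promoters of 5 kb and 10 with a −log10 q of at least 5, so the groups past the test differ more than their totals. With NOTCH3 added to the study's signature, an alternative chosen after the data had been examined, 29 of 120 passed.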

Other observations

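The ratio of backgrounds between the SOX2 lists, the SOX motif at the remaining SOX2 summits, the odds ratio at equal depth and the adjustment for fold of the RBPJ motif at sites called in MB157R iN1-ICD were chosen only after the results were seen.

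Of 12979 RBPJ sites of MB157 iEV that were not called in MB157R iEV, 1905 (14.7%, 14.1 to 15.3) were called in MB157R iN1-ICD. Over all MB157 iEV sites the share called was 44.2% in MB157R iN1-ICD and 48.6% in MB157R iEV, and how many sites would be called in 1 of these lists alone without any change was not tested. The 1905 sites included the first intron of LURAP1L, the region upstream of MYEOV and the first intron of TENT4A. LURAP1L and MYEOV are in the study's NOTCH signature.

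SOX2 lost nearly all of its peaks in MB157R iN1-ICD. Lower depth was not the reason, as the background was 0.888 times that of iEV. Failed chromatin in these cultures was not the reason, as 56.3% of iEV RBPJ sites were called in them. The remaining SOX2 summits lay at iEV SOX2 summits in 93.5% (90.2 to 95.9), which cannot be told apart from high background, since 70.1% of the HA control summits did so too; yet not all were such regions, as SOX motifs exceeded flanks there (odds ratio 2.79, 2.11 to 3.70) and not in the HA control (0.887, 0.448 to 1.76). A lower amount of SOX2, which the study reported with the induced domain in data not used here, and a less efficient immunoprecipitation were not tested against each other, and both stay open.

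Differences between the lines in RBPJ peaks per chromosome may reflect DNA copy number, since the shares followed the background of the chromosomes (Spearman rho 0.704, permutation p = 2.7e-04). Chromosome 15 had a share 2.25 times that of MB157 and a background at least 1.40 times, as its background in MB157 lay at the lowest value that can be recovered. How the lines came to differ in background was not tested.

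HA-SOX2 lay near RBPJ sites called only with iSOX2 less often than near shared sites also within bins of fold (odds ratio 0.745, 0.710 to 0.781). The difference shrank with fold, from an odds ratio of 0.625 in the weakest bin to 0.962 in the strongest (59.7% against 60.7%). At equal depth the odds ratio was 0.639 (0.610 to 0.669).

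RBPJ may lie at SOX2 sites without its own motif. Among distal RBPJ summits of MB157R iEV, the RBPJ motif was present at 8.36% of 17323 with SOX2 nearby and 12.6% of 14673 without (Mantel-Haenszel odds ratio over bins of fold 0.459, 0.424 to 0.496). This is a hypothesis, noticed and tested on the same sites.

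Whether the NOTCH1 intracellular domain restores RBPJ at sites with the RBPJ motif cannot be told apart from an effect of peak strength. The odds ratio of the motif at sites called in MB157R iN1-ICD against those called in neither MB157R list was 1.18 (1.03 to 1.35; Fisher's exact test, two-sided, p = 0.0208), and 1.01 (0.881 to 1.16) within bins of fold, which keeps the question open.

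Among 21610 pairs of an RBPJ summit and its nearest SOX2 summit in MB157R iEV, 3.39% had both an RBPJ and a SOX motif, and 13.6% the RBPJ core and a SOX motif, each counted within 100 bp of either summit of the pair. That is lower than the value quoted from the study above. Motifs were searched there by another method, so the shares are not the same measure.

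RBPJ peaks in MB157R iN1-ICD were called in exons 28, 31 and 34 of NOTCH1, where the background was 13.0, 10.5 and 19.4. In MB157 iSOX2, peaks were called in the exon of SOX2 with a background of 15.5 (HA-SOX2) and 12.6 (RBPJ). The genome background of these lists was 1.75 (MB157R iN1-ICD RBPJ), 2.24 (HA-SOX2) and 2.04 (MB157 iSOX2 RBPJ). The induced vectors carry coding sequence of NOTCH1 and SOX2. These peaks therefore do not show binding at the genes themselves, and their origin was not tested.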
